# Discovery of microRNAs in *Pyrus* stigma exudates opens new research avenues in Horticulture

**DOI:** 10.1093/pnasnexus/pgad332

**Published:** 2023-10-12

**Authors:** Vivek Ambastha, Yuval Nevo, Ifat Matityhu, David Honys, Yehoram Leshem

**Keywords:** stigma exudates, extracellular RNA (exRNAs), microRNA (miRs), pear species

## Abstract

In many plant species, flower stigma secretions are important in early stages of sexual reproduction. Previous chemical analysis and proteomic characterization of these exudates provided insights into their biological function. Nevertheless, the presence of nucleic acids in the stigma exudates has not been previously reported. Here, we studied the stigma exudates of *Pyrus communis*, *Pyrus pyrifolia*, and *Pyrus syriaca* and showed them to harbor extracellular RNAs of various sizes. RNA sequencing revealed, for the first time, the presence of known Rosaceae mature microRNAs (miRs), also abundant in the stigma source tissue. Predicted targets of the exudate miRs in the *Arabidopsis thaliana* genome include genes involved in various biological processes. Several of these genes are pollen transcribed, suggesting possible involvement of exudate miRs in transcriptional regulation of the pollen. Moreover, extracellular miRs can potentially act across kingdoms and target genes of stigma interacting organisms/microorganisms, thus opening novel applicative avenues in Horticulture.

## Introduction

The stigma is a glandular female organ, which receives the male gametophyte during the beginning of sexual reproduction in flowering plants [1]. These plants can be divided into species possessing either a “dry” or “wet” stigma, which depends on absence or presence of liquid excretions at the stigma surface, or a “semi-dry” stigma, with features of both dry and wet stigmas ([2, 3]. These exudates can be lipidic or aqueous and carbohydrate-rich. Both secretion types also contain proteins and additional components such as Ca^2+^ and other ions, amino acids, phenols, and reactive oxygen species [1, 4]. The stigma exudates play a key role in pollen capture, pollen adhesion, hydration, germination, sustenance of early tube growth, and the capture of various microorganisms [1, 4]. New insights into the exudate roles were gained through a proteomic study, which identified in the stigma secretome many unique proteins which were reported to be involved in multiple biological processes [5]. Therefore, this extracellular medium is apparently biochemically active, and possibly functional in wider biological contexts than described above [4].

Over the last decade, RNA biology has acquired novel insights with the findings that RNA is found extracellularly and conveys information between cells, organisms, and species. Since then, the new field of extracellular RNA (exRNAs) has been extensively studied in mammalians systems, where exRNAs (including extracellular microRNAs [miRs]) were found to be associated with various diseases [6]. However, in plants, this field has been studied to a much lesser extent and our understandings of plant exRNA modes of action is still very limited [7].

Until now, to our knowledge, the presence of miRs, small noncoding RNAs that regulate transcription, have not been previously reported in stigma exudates. Previous partial characterization of the stigma exudate of *Pyrus communis* showed that it comprised several free sugars and free amino acids, however, nucleic acids were not discovered in that work [8].

Due to the great regulatory impact of miRs on a wide range of plant processes [9], and their tiny molecular size that would allow easy secretion from cells, we explored and discovered in three *Pyrus* species, *P. communis*, *Pyrus pyrifolia*, and *Pyrus syriaca*, the presence of miRs in stigma exudates.

## Results and discussion

The flower of *P. communis* is hermaphroditic with a pentacarpellar syncarpous gynecium. Upon anthesis, the stigma is highly receptive [10], its surface is already wet, and its lobes are clustered together facing upwards. As blooming progresses, the stigma receptivity drops and its lobes bifurcate sideward [10] (Fig. 1A). To determine whether the browning of the stigma edges, observed during late blooming, indicates senescence, we determined in non-pollinated stigmas, the papilla cell viability at 12 and 72 hours after anthesis (HAA). Using confocal fluorescent microscopy, we examined the signal of the live/dead stains Fluorescein diacetate (FDA) and Propidium Iodide (PI), respectively, which were applied simultaneously. At 12 HAA, strong FDA cytoplasmic signal was observed while the PI signal intensity was low and distributed around the cell periphery. The stigmatic papilla cells at this stage were thus intact and highly viable. However, at 72 HAA, this pattern was reversed: A distinct PI signal was observed in the papilla cell nuclei while the FDA signal was almost absent, indicating that the papilla cell viability had dropped sharply at 72 HAA (Figs. 1B and C). Similar viability staining patterns were observed in stigmas of *P. syriaca* and *P. pyrifolia*.

**Fig. 1.**
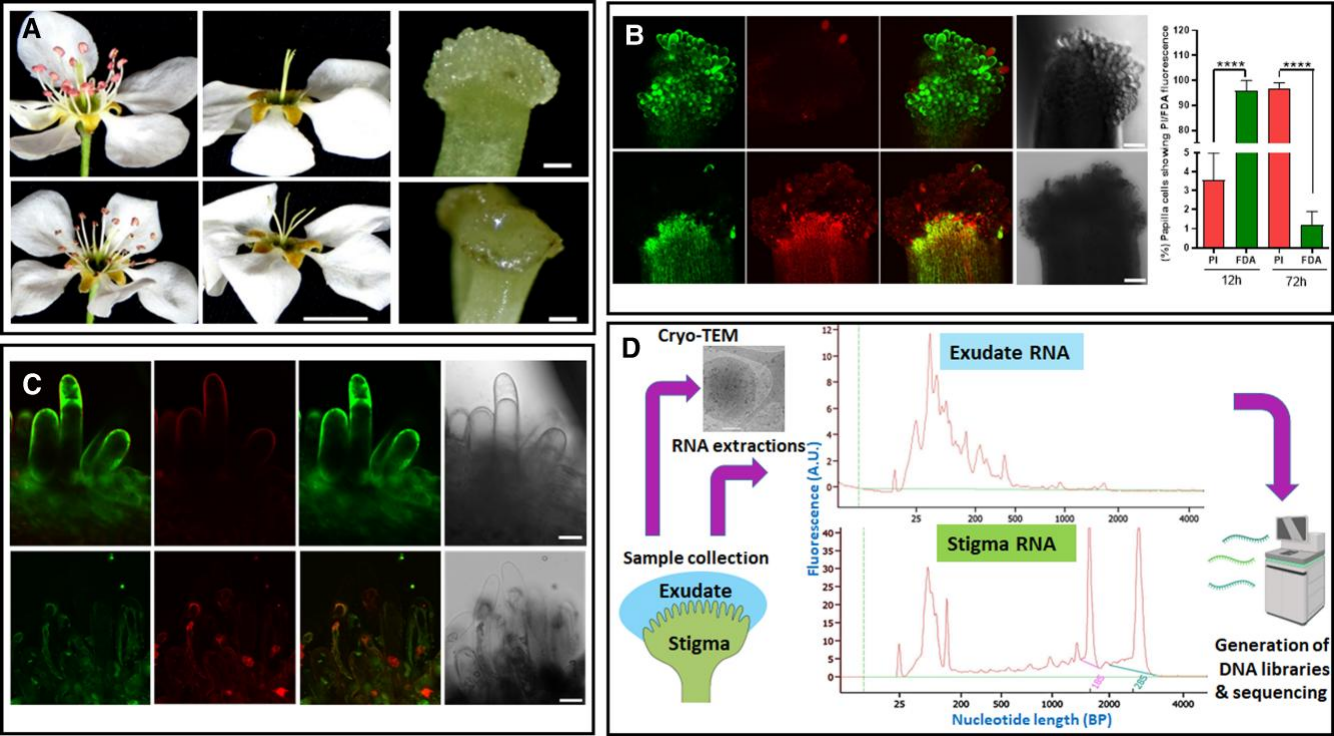
Stigma viability during blooming progression and features of exudate RNA in *Pyrus communis*. A) Stigma and anther positions 12 h (upper row) and 72 h (lower row) after anthesis. On the right-hand side are stereoscope-magnified images of the stigma at the mentioned time points. B) Confocal microscopy images of the stigma stained with FDA and PI 12 HAA (upper row) and 72 HAA (lower row). The green fluorescence (FDA) indicates viable cells, while the nucleus-localized red fluorescence (PI) indicates dead cells. The images represent maximum intensity projection along the Z-axis, where each image stack covers 3 µm. The histogram on the right side represents the percentage viability of stigma tissue 12 and 72 HAA. Quantification was performed for n = 9 stigmatic lobes. Asterisks indicate statistical significance at *P* < 0.0001 after applying the Mann–Whitney nonparametric test. C) High magnification confocal images of papilla cells 12 HAA (upper row) and 72 HAA (lower row), stained with FDA (green fluorescence) and PI (red fluorescence). The images present a single layer of 2-µm thick sections (BF, bright field). Scale bars in A = 1 cm for the flowers and 100 µm for individual stigma; while in B = 50 µm and in C = 20 µm. D) Schematic diagram of RNA and extracellular vesicle (EV) isolation from stigma and exudates. The electropherograms on the right show characteristics of RNA extracted from exudates (top) and stigma (bottom). Note that two sharp peaks corresponding to 18S and 28S rRNA, respectively, are visible in the stigma but are completely absent in the exudates. A.U. and BP are arbitrary units and base pairs, respectively. Details of the exudate Cryo-TEM analysis of the EV depicted at the top left of D are provided in supporting dataset S5. The sequencer image was adopted from BioRender (BioRender.com).

To avoid characterizing exudates of dead/dying cells, which may arise from membrane leakage rather than active secretion, we studied the stigmas at 12 HAA, for which papilla cell viability and integrity had been confirmed. The exudates were sampled in a nondestructive manner from non-pollinated stigmas. As a reference tissue, non-pollinated stigmas were also sampled. We then extracted RNA from the collected samples and evaluated their concentration electrophoretically. As expected, the exudate's total RNA yield was much lower than the yield obtained from the stigma. Moreover, the exudate samples were free of ribosomal RNA (rRNA), as opposed to the stigma samples in which rRNA (mainly the 18S and 28S sub-units) was highly abundant (Fig. 1D). The exudate RNA features of *P. pyrifolia* and *P. syriaca* were similar. The lack of rRNA in the exudate implies that at 12 HAA the stigma exudates are not cytoplasmic spillover of lysed stigmatic cells (which would allow nonselective passage of large molecules such as the rRNA 18S and 28S sub-units), but rather, the secretion of non-rRNA from stigmas of intact cells. Further examination of the exudate RNA electropherograms indicated the presence of small RNAs of various sizes (shorter than 200 nucleotides in length) (Fig. 1D).

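Small RNA was sequenced from the exudates and stigmas of 6 pear genotypes: the Asian pear (P. pyrifolia) cultivars Hosui and Shinsui, the European pear (P. communis) cultivar Spadona, and the wild P. syriaca populations of Golan, Manara and SASA. Each genotype gave 1 exudate and 1 stigma library at 12 HAA, which makes 12 libraries. The cultivars grew at an altitude of 430 m, and the wild trees at 900 m (Golan), 450 m (Manara) and 830 m (SASA). Flowers of a genotype were pooled for each sample, and no genotype was sequenced again from the same tissue, so a p-value measures the spread between genotypes. P. pyrifolia had 2 libraries per tissue, P. communis 1 and P. syriaca 3. The paper states a depth of ~8 M reads per sample. The values given here use the reads that the deposited counts assign to miRs, which were 41 in the exudates of Hosui, 79 in Shinsui, 49 in Spadona, 50 in Golan, 176 in Manara and 27 in SASA (median 49.5). In the stigmas they were 337, 199, 512, 1657, 1777 and 794 in the same order (median 653). The stigma held more miR reads than the exudate in 6 of 6 genotypes, from 2.52 times as many in Shinsui to 33.1 times in Golan. The mean log2 ratio of exudate to stigma reads was -3.50 ± 1.36 (SD, n = 6 genotypes, exact sign-flip test over genotypes, two-sided p = 0.031, the smallest p that 6 pairs allow).

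**Figure D1:**
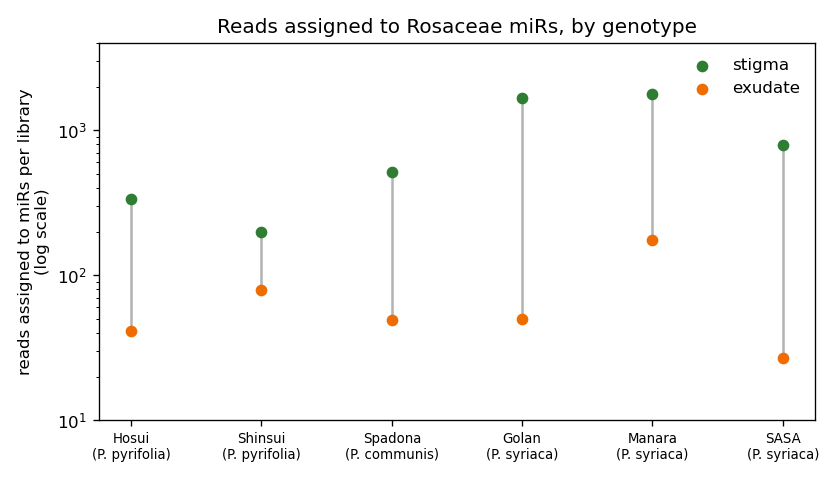
Reads assigned to Rosaceae miRs in each library (log scale), by genotype. Each green point is the stigma library and each orange point the exudate library of a genotype, joined by a line, and the stigma point lies above the exudate point in 6 of 6 genotypes.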

Next, we generated DNA libraries, which were subsequently sequenced. 

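The deposited counts give, for each of 355 unique mature miR sequences of strawberry (Fragaria vesca, fve), apple (Malus domestica, mdm) and peach (Prunus persica, ppe), the whole number of reads assigned to it in each library. The prefix of a name tells in which species the miR was described. The authors trimmed the reads with Cutadapt 1.1, filtered them with FASTX 0.0.14 and assigned them with miRExpress 2.0 to the miRs of miRBase 22, and the counts were not normalized. The assignment let up to 7% of the bases mismatch, so that the reads of a pear miR can fall on several near-identical members of its family. For example, fve-miR397 and mdm-miR397a, of the family that regulates laccases, had equal counts in each of the 12 libraries. Members of a family are therefore uncertain as separate miRs. A read may also be counted for more than 1 of them, so totals, shares and their intervals may take some reads more than once. A miR was taken as present in a library with at least 2 reads, and as present in a tissue or species when present in any of its libraries. Of the 355 sequences, 120 had a read in some library, 61 of them in an exudate and 114 in a stigma. Shares are given as percent of the reads assigned to miRs in a library, with 95% Wilson intervals. These intervals, and the limits for a count of 0 (3 reads of the total), cover counting error only, because PCR reads without molecular identifiers are not independent molecules. A miR without a read can still make up as much as 11.1% of the miR reads of the smallest exudate library (SASA), and 0.169% of those of the largest stigma library (Manara). Differences were tested with edgeR on the counts and with exact sign flips of the shares over the 6 genotypes. The miRs were grouped in 8 lists of families by the function of their known targets, fixed before the data were examined.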

The obtained reads were aligned to known Rosaceae microRNAs (miRs) from miRBase, for the detection of putative pear miRs. A miR was called “present” based on the criteria described in methods. In addition, we termed miRs as “tissue-specific” if they had no known presence in other tissues. 

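The exudates of all 6 genotypes were led by mdm-miR482d, numbered in a family known for regulating the NBS-LRR disease resistance genes. It made up 46.6% ± 14.2 (SD, n = 6 genotypes) of the exudate miR reads, from 26.0% in Golan (95% Wilson interval 15.9 to 39.6) to 64.6% in Shinsui (53.6 to 74.2). It was followed by mdm-miR2118a, whose family targets the same class of genes, with 8.05% ± 2.88. Next came mdm-miR164b, of the family that targets NAC transcription factors of organ boundaries and ageing, with 6.50% ± 7.70. Both mdm-miR482d and mdm-miR2118a were present in each exudate, while mdm-miR164b was present in Manara with 29 reads, in Golan with 8 and in Spadona with 2. It had no read in the exudates of Shinsui and SASA, which allows a share of up to 3.80% in Shinsui. Beside mdm-miR390a, which ranked next after mdm-miR1511 and is described below, the other abundant exudate miRs were mdm-miR1511 (2.11% ± 1.75), mdm-miR168a and fve-miR168-3p of the family that targets the silencing effector AGO1 (1.81% ± 1.36 and 1.69% ± 0.965), mdm-miR482a-3p (1.73% ± 2.00), mdm-miR7121d (1.57% ± 1.97) and fve-miR1511 (1.45% ± 1.65). Families listed as regulators of resistance genes took 59.3% ± 11.4 of the exudate miR reads, mostly through mdm-miR482d, which is in the list by its family number and was not tested for regulating such genes. Regulators of transcription factors took 17.2% ± 9.84. Families acting on the RNA silencing machinery took 7.36% ± 5.06, families of copper, phosphate and sulfate homeostasis 5.67% ± 5.92, and families of the auxin pathway 3.27% ± 3.11. Families known from pollen had 6 exudate reads and no member present, and ppe-miR858, a regulator of MYB genes of phenylpropanoid synthesis, had 1 read. Families in none of these lists took 9.83% ± 6.61. The miRs present in the exudates numbered 28, at 422 exudate reads in all, and 18 when Manara was left out.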

In the exudates of all the studied genotypes combined, we identified a total number of 28 sequences that are known to be mature miRs in other Rosaceae species. Three mature miRs with single reads were discarded from further analysis. 

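The 3 miRs present in exudates with a single stigma read were fve-miR156a (UUGACAGAAGAGAGUGAGCAC), mdm-miR156a (UGACAGAAGAGAGUGAGCAC) and mdm-miR390a (AAGCUCAGGAGGGAUAGCGCC). The miR156 family holds back the passage to adult and flowering growth by targeting SPL transcription factors, and miR390 starts the production of small RNAs that restrain auxin response factors. Each of the miR156 sequences had 6 exudate reads, 4 in Manara, 1 in Hosui and 1 in Spadona, and its stigma read was in Hosui. The counts of the pair were equal in every library. The 5 exudate reads of mdm-miR390a lay in Hosui (3), Manara (1) and SASA (1), and its stigma read was also in Hosui. As a mean share, mdm-miR390a made up 1.93% ± 3.01 (SD, n = 6 genotypes) of exudate and 0.0495% ± 0.121 of stigma miR reads. Its share was higher in the exudate in 3 genotypes and at 0 in both tissues in the others (exact sign-flip test, two-sided p = 0.25).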

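In the stigmas, mdm-miR482d and mdm-miR164b were the most abundant miRs, with mean shares of 30.0% ± 25.9 and 27.7% ± 18.6 (SD, n = 6 genotypes). Their shares differed between genotypes by far more than the counting error. The share of mdm-miR482d lay between 6.58% in Golan (95% Wilson interval 5.48 to 7.88) and 64.8% in Shinsui (58.0 to 71.1), and that of mdm-miR164b reached 54.3% in Golan (51.9 to 56.7) against 2 reads in Shinsui. The next miRs were mdm-miR169a, of the family that targets NF-YA transcription factors (5.98% ± 2.40), mdm-miR482a-3p (4.80% ± 2.70), mdm-miR1511 (4.47% ± 2.51), mdm-miR2118a (3.37% ± 1.98), fve-miR1511 (3.13% ± 1.35) and fve-miR168-3p (2.13% ± 0.825). The list closed with mdm-miR159d (1.91% ± 1.57) and mdm-miR159a (1.37% ± 0.595), which regulate GAMYB-like transcription factors. Regulators of transcription factors took 43.6% ± 20.6 of the stigma miR reads and regulators of resistance genes 39.7% ± 23.0. The pollen families took 3.86% ± 2.39, those of RNA silencing 3.26% ± 1.39, those of nutrient homeostasis 1.97% ± 1.94 and those of the auxin pathway 0.826% ± 0.603. The only MYB regulator with reads, ppe-miR858, had 2 stigma reads, and the families in no list took 11.3% ± 4.11. Of the 71 miRs present in stigma, 22 were set aside for an exudate count of at most 1 read in any library. These included abundant stigma miRs: mdm-miR169a had 326 stigma reads and 1 exudate read each in Spadona and Golan, mdm-miR159d 108 stigma reads and 1 exudate read, and mdm-miR159a 82 stigma reads and 4 exudate reads in as many genotypes. The median miR set aside had 7.5 stigma reads.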

Analysis of the stigma samples revealed a total number of 71 Rosaceae known mature miRs, 22 of which were with single reads, and were thus also discarded from further analysis. Out of the remaining 49 miRs, 24 were stigma specific, while 25 were common to both stigma and exudates (Fig. 2A and supporting dataset S1). 

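The miRs common to both tissues included mdm-miR482d and mdm-miR164b, the most abundant miRs of the stigma. Among them were mdm-miR482d (203 exudate and 872 stigma reads), mdm-miR164b (40 and 1960), mdm-miR2118a (27 and 174), mdm-miR482a-3p (8 and 289) and mdm-miR1511 (6 and 280). The stigma-specific miRs with the most reads were mdm-miR396a with 23 stigma reads and ppe-miR396a with 22, of the family that restrains growth-regulating factors (GRF). They were followed by mdm-miR7124a, of an apple family, with 19 reads, fve-miR159c with 14, and mdm-miR164a with 12. Only mdm-miR7124a among the 5 was read in the stigma of each genotype, with 5 reads in Hosui, 2 in Shinsui, 3 in Spadona, 2 in Golan, 6 in Manara and 1 in SASA. Regulators of transcription factors counted 6 common and 14 stigma-specific miRs, regulators of resistance genes 5 and 1, families of nutrient homeostasis 7 and 1, and families of RNA silencing 3 and 0. The stigma-specific miRs of the auxin and pollen lists were mdm-miR160a and fve-miR159c, and 4 common and 8 stigma-specific miRs were in no list. The 25 common miRs held 360 exudate and 4217 stigma reads, and the 24 stigma-specific miRs held 181 stigma reads, which is 3.43% of all stigma miR reads. A common miR had a median of 28 stigma reads and a stigma-specific miR a median of 5.5. Of the stigma-specific miRs, 14 were present in a single stigma library, and of the common miRs 17 were present in a single exudate library. In 16 of the common miRs no exudate held more than 2 reads, and 11 of the stigma-specific miRs had another member of their family present in the exudates.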

All 49 stigma miRs were present in *P. syriaca*, while nine of them were shared by all three pear species. 

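The stigma of P. syriaca stood apart by its small share of mdm-miR482d. This share was 6.58% in Golan, 12.4% in Manara (95% Wilson interval 11.0 to 14.1) and 8.69% in SASA (6.92 to 10.9), against 58.8% in Hosui (53.4 to 63.9), 64.8% in Shinsui and 28.5% in Spadona (24.8 to 32.6). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, mdm-miR482d was the only miR of 13 tested that differed between the P. syriaca and P. pyrifolia stigmas, with a log2 fold change of -3.54 (standard error 0.63, adjusted p = 0.00492, lower in each of the 3 P. syriaca than in both P. pyrifolia libraries). For mdm-miR164b edgeR gave a log2 fold change of 1.59 (standard error 1.00, adjusted p = 0.388, higher in 3 of 3 P. syriaca libraries). Of the 49 retained miRs, 49 were present in the stigma of P. syriaca, 18 in that of P. communis and 9 in that of P. pyrifolia. The 9 of P. pyrifolia were the ones shared by the 3 species. They were mdm-miR482d, mdm-miR482a-3p, ppe-miR482c-3p and mdm-miR2118a (in the list of resistance gene regulators by family number), with mdm-miR164b, fve-miR168-3p, fve-miR1511, mdm-miR1511 and mdm-miR7124a. A further 9 miRs were present in P. communis and P. syriaca, and 31 in P. syriaca alone. In the exudates, 18 of the 25 common miRs were present in P. syriaca, 8 in P. pyrifolia and 7 in P. communis, and both mdm-miR482d and mdm-miR2118a were present in the exudates of each species. The stigma libraries of P. syriaca were the deepest, so their numbers of miRs were compared at the smallest stigma total, 199 reads. At this depth the P. syriaca stigmas kept 17.1 ± 1.17 miRs (SD, n = 3) and the cultivated stigmas 12.1 ± 0.281 (n = 3, exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The difference was lost with mdm-miR482d left out, where at 70 reads P. syriaca kept 9.07 ± 1.24 and the cultivated stigmas 9.13 ± 2.30 (same exact test, p = 1.0). There mdm-miR164b was kept, which took 28.0% to 54.3% of the P. syriaca stigma reads, 35.4% in Spadona and at most 13.4% in P. pyrifolia. Its large share leaves fewer reads for other miRs in P. syriaca, so the loss cannot be put down to mdm-miR482d alone. By edgeR the call of mdm-miR482d was lost without a filter on low counts (log2 fold change -2.56, adjusted p = 0.237), without Hosui (-3.15, adjusted p = 0.0792) and without Shinsui (-3.70, adjusted p = 0.0711). With either left out, the lone P. pyrifolia library was assumed to vary like those of P. syriaca.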

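Relative to the other miRs of its library, mdm-miR164b made up less of the exudate than of the stigma in 6 of 6 genotypes, with a mean difference of -21.2 percentage points, although in Shinsui its stigma share lay below what 0 exudate reads allow. The same held for mdm-miR169a (-5.31 percentage points), which had 0 exudate reads in 4 genotypes and in Hosui and SASA a stigma share below what these allow. It held for mdm-miR7124a (-0.610), but this miR had no exudate read and stigma shares below what 0 exudate reads allow, so its direction follows from depth alone. TMM scaling here rests on the 3 miRs that passed edgeR's filter on low counts, mdm-miR482d, mdm-miR164b and mdm-miR2118a. It is therefore set by some of the miRs compared, and directions under it are a weak check. Under TMM scaling mdm-miR164b was lower too in each of the 4 genotypes where the exudate held a read of it, and mdm-miR169a in both such genotypes. The share of mdm-miR2118a was higher in the exudate in 6 of 6 genotypes, by 4.68 percentage points on average. Each exudate held only 3 to 7 reads of it, and the 95% Wilson intervals of the tissues overlapped in every genotype but Spadona. The direction also turned with the scaling: under TMM it was higher in 4 and lower in 2, and under TMM without a filter higher in 2 and lower in 4. Each of these 4 miRs reached the smallest p of the exact sign-flip test over 6 genotypes, and none passed adjustment over the 35 miRs tested (adjusted p = 0.273). That smallest p is 0.031, so an adjusted p under 0.05 would need most of the miRs to reach it together. The same holds for the lists below, so failing the adjustment says little. The share of mdm-miR482d was larger in the exudate in 4 of 6 genotypes, by 16.6 percentage points on average (exact sign-flip test, two-sided p = 0.188), and in 1 of 6 under TMM scaling. As a group, regulators of transcription factors made up less of the exudate in 6 of 6 genotypes, under TMM scaling too, a difference carried mostly by mdm-miR164b (adjusted p = 0.125, exact sign-flip test, adjusted over 8 lists). Families of RNA silencing made up more in 6 of 6 genotypes (adjusted p = 0.125, same exact test), but were higher in 2 of 6 under TMM scaling. Regulators of resistance genes made up more of the exudate in 5 of 6 genotypes (adjusted p = 0.25, same exact test), and in 1 of 6 under TMM scaling. This difference was carried mostly by mdm-miR482d, which held 203 of the 246 exudate reads and 872 of the 1445 stigma reads of the list.

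**Figure D2:**
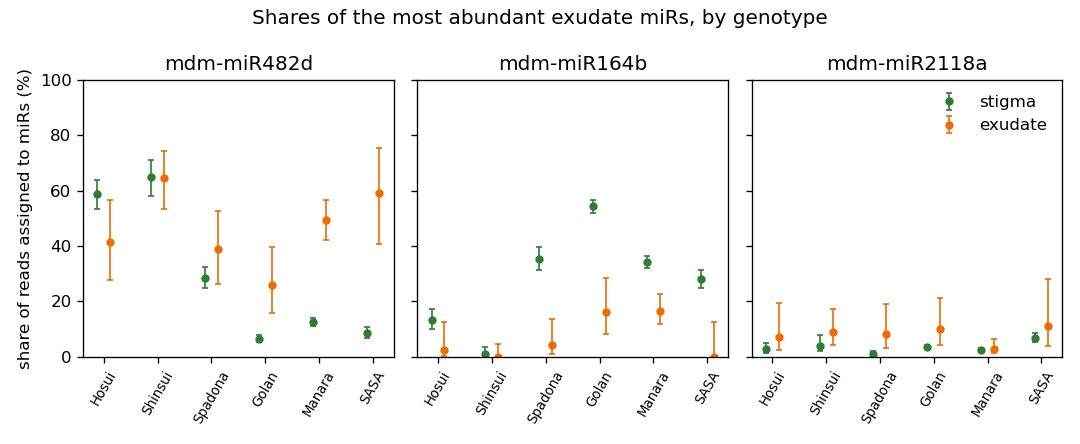
Share of the reads assigned to miRs (percent) taken by mdm-miR482d, mdm-miR164b and mdm-miR2118a in the stigma (green) and exudate (orange) of each genotype. Points are single libraries and bars are 95% Wilson intervals, and the share of mdm-miR164b is lower and that of mdm-miR2118a higher in the exudate in 6 of 6 genotypes (for mdm-miR2118a in 4 of 6 under TMM scaling and in 2 of 6 under TMM without a filter).

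On normalized counts, 3 miRs had enough reads for edgeR's quasi-likelihood test and 0 passed an FDR of 0.05 (1 at an unadjusted p under 0.05, and 1 by DESeq2, mdm-miR164b). By edgeR the log2 fold change of mdm-miR164b between exudate and stigma was -3.66 (standard error 1.47, adjusted p = 0.0888), and -4.11 (standard error 0.85, adjusted p = 0.000627, lower in 6 of 6 genotypes, in Shinsui by no more than 0 exudate reads allow) with the libraries paired by genotype as a block. It was smaller under library totals (-2.0), without Shinsui (-2.24), without SASA (-2.47), without Golan (-2.98) and in P. syriaca alone (-1.45). The edgeR log2 fold change of mdm-miR2118a was -0.94 under TMM and 1.18 under library totals, and that of mdm-miR482d -0.70 and 0.64. All other miRs were left untested by the filter, mdm-miR169a among them. With a minimum of 10 reads and TMM, edgeR called 7 of 35, all lower in exudates. With library totals it called only mdm-miR169a (-3.50, standard error 0.85, adjusted p = 0.0016), a setting chosen after the data had been seen. Simulated counts without change gave a false call in 22 and 0 of 50 runs. These counts had the same expected miR shares in every library and a fixed spread. Real stigma shares of mdm-miR164b ran from 1.005% (Shinsui) to 54.3% (Golan), so neither number measures the false calls in the real counts. Where each stigma library was thinned to the read total of its genotype's exudate, a median of 29 of the miRs present in stigma had no read left (central 95% of 10000 draws 23 to 36), beside the 24 stigma-specific miRs without an exudate read. As many or more were lost in a share of 0.969 of the draws, which carry counting error only. The exudates held more miRs present than the thinned stigmas, whose median was 19 (15 to 23). From stigma miRs that had no read in any exudate, the paper reasons to its conclusion on how the stigma releases miRs.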

The absence of many stigma miRs from the exudates indicates the selective secretion of miRs from the stigma.

**Fig. 2.**
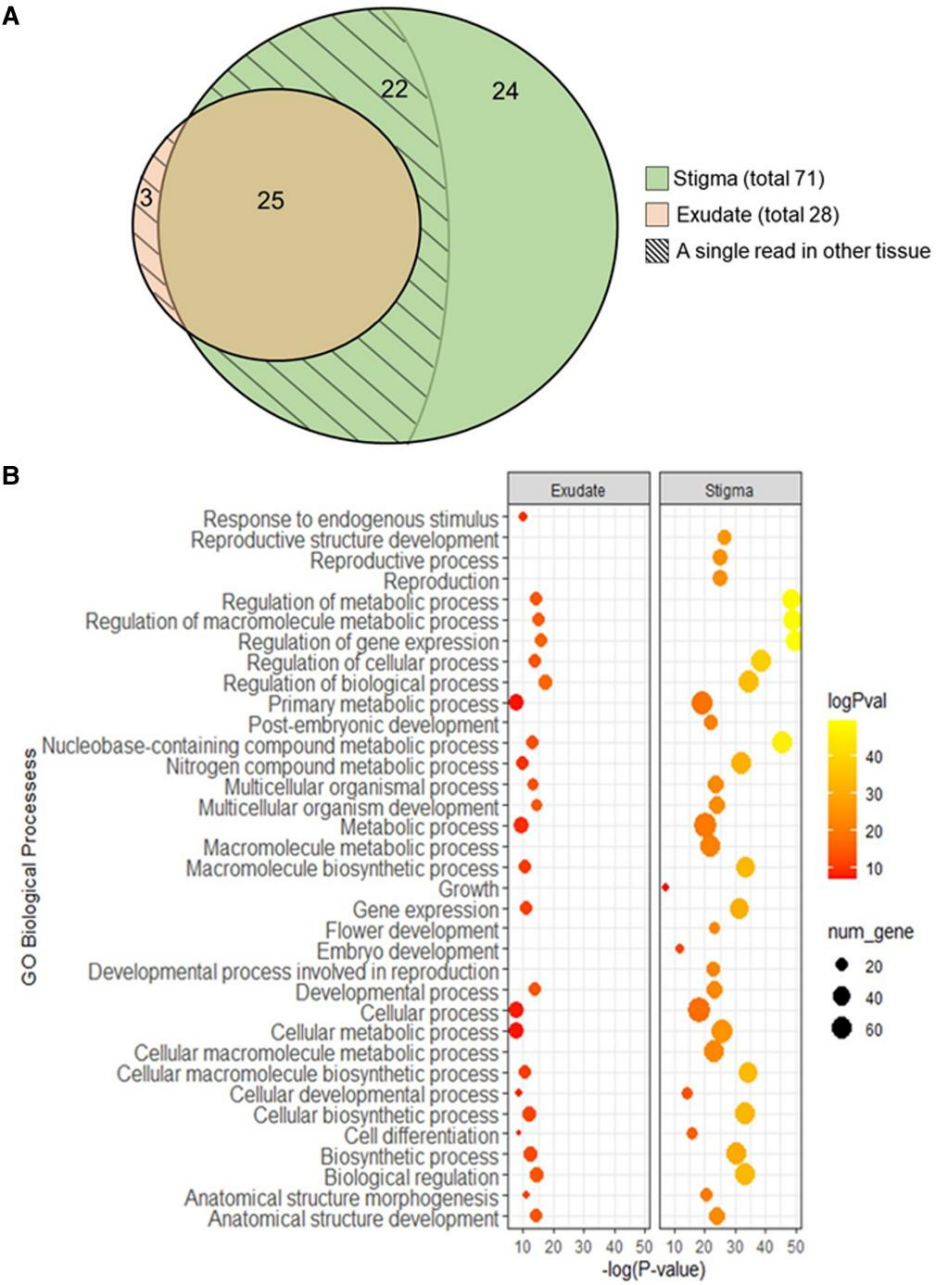
Mature Rosaceae miRs identified in stigma and stigma exudates of several *Pyrus* species and functional categorization of their putative targets in the Arabidopsis genome. A) Venn diagram of identified mature miRs from stigma (green) and stigma exudates (orange) of *Pyrus communis*, *Pyrus pyrifolia*, and *Pyrus syriaca*. Shown are the number of miRs common to both tissues (25) and stigma-specific miRs (24). Special areas, marked with diagonal lines, are for miRs with exactly one read in the other tissue, making them neither common to both nor tissue-specific. Full details of the common and tissue-specific miRs are given in supporting dataset S1. B) Dot plot representation of enriched Gene Ontology (GO) terms for biological processes (BP) of 120 and 47 Arabidopsis genes that are predicted targets of pear stigma and exudate miRs presented in A, respectively. Y-axis indicates the GO term, and X-axis shows the count of genes per GO term. Color gradient indicates negative log of *P*-value. Full details are presented in supporting datasets S2 and S3.

ExRNAs of various sizes can be secreted from cells through several mechanisms, some of which involve RNA-binding proteins that facilitate miR loading to extracellular vesicles (EVs). The EVs can be derived from the trans-Golgi network (TGN) and/or multivesicular body (MVB) endosomes [11]. We therefore examined, using Cryo-TEM, the stigma exudates of *P. syriaca* and identified EVs of various sizes, of diameters ranging between 50 and 800 nm (Figure 1D and supporting dataset S5). To our knowledge, this is the first report of EVs in stigma exudates. Based on this observation, it is possible that the exudate miRs we identified were secreted from the papilla cells via EVs. Nevertheless, the exact cargo of these EVs is yet to be determined.

To further study the possible function of the identified miRs, we used in silico target prediction databases (psRNATarget), and identified in the *Arabidopsis thaliana* genome (which has been well functionally characterized [12]) a total number of 167 target genes (Fig. 2B and supporting dataset S2). 

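Targets in both lists include NAC and GRAS transcription factors of plant development. The deposited lists pair 19 of the miRs common to both tissues with 47 Arabidopsis loci (the exudate list) and 23 stigma miRs with 120 loci (the stigma list), in 236 pairs of a miR and a locus. The lists share 10 loci. Among the shared loci, CUC1 (AT3G15170), CUC2 (AT5G53950) and NAC1 (AT1G56010), NAC genes of organ boundaries and lateral roots, and the brassinosteroid receptor gene BRI1 (AT4G39400) are targets of mdm-miR164b in the exudate list and of mdm-miR164a in the stigma list. HAM1 (AT2G45160), HAM2 (AT3G60630) and HAM3 (AT4G00150), GRAS genes that maintain meristems, are targets of mdm-miR171c in the exudate list and of mdm-miR171g and mdm-miR171m in the stigma list. The remaining 37 exudate loci and 110 stigma loci are in 1 list each. The authors predicted these pairs with psRNATarget on the TAIR 10 transcripts at an expectation of up to 2.5. Their tables give the pairing but not the expectation, so a penalty per mismatch, gap or G-U pair was summed here over the first 19 bases of the miR, which left no pair above 2.5. At a score of up to 1.0 the exudate list kept 22 loci and the stigma list 35. Of 21 sites that a list gives for 2 miRs of a family, 10 stand at different loci, and the locus column carries no name, so to which locus a pairing and its score belong is uncertain.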

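Loci of the stigma list include most genes of several families of developmental regulators. The miR156 sequences mdm-miR156aa, mdm-miR156ab and mdm-miR156p pair with 10 of 11 SPL genes, which promote the passage to flowering, and mdm-miR166a pairs with 5 of 5 HD-ZIP III genes of organ polarity (REV, PHB, PHV, ATHB-15 and ATHB-8). For mdm-miR169c the list holds 7 of 8 NF-YA genes, for mdm-miR160a the auxin response factors ARF10, ARF16 and ARF17, and for fve-miR159c and fve-miR319 the GAMYB-like genes MYB33 and MYB65. In the exudate list, the miR172 sequences are listed with 6 of 6 genes of the AP2 group that set floral identity and flowering time (AP2, TOE1, TOE2, TOE3, SMZ and SNZ), though mdm-miR172d and mdm-miR172m place 3 of 4 shared sites at different loci, so which site belongs to which gene is uncertain. The miR397 sequences pair with the laccase genes LAC2, LAC4 and LAC17, which act in lignin formation, and mdm-miR164b also pairs with ORE1, a NAC gene of leaf ageing. Of 58 genes in the lists of known targets, 17 are in the exudate list and 33 in the stigma list. The TIR1/AFB auxin receptor genes, GRF genes and RNA silencing genes among them are in neither. No miR393 sequence, of the family that targets the auxin receptors, is in either list, as fve-miR393a was set aside. The receptor genes could therefore not appear through this family. Only 3 GRF genes were looked for. Both the 58 and the 17 count HA8, which is a predicted target named by the paper and not a known target of a conserved miR. By family, miR164 and miR397 bring 9 loci each to the exudate list and miR172 brings 8, while miR156 brings 18 to the stigma list, miR396 brings 17 and mdm-miR7124a brings 10. Many targets rest on scarce miRs, since each miR172 sequence and mdm-miR171c had 2 exudate reads in all and mdm-miR169c had 2 stigma reads.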

The stigma-specific miRs have 120 potential gene targets, while the exudate abundant miRs are predicted to target another 47 genes. 

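No locus is listed for mdm-miR2118a, which was present in every exudate and stigma library. The same holds for 5 more of the miRs common to both tissues. Of these, mdm-miR482a-3p (UUCCCAAGCCCGCCCAUUCCUA) and ppe-miR482c-3p (UUCCCAAGCCCGCCCAUUCCAA) are of the family that targets resistance genes. The others are mdm-miR5225a, mdm-miR168a (7 exudate and 45 stigma reads), of the family that targets AGO1, and mdm-miR395a (3 and 9), of the family that targets sulfate assimilation genes. Among the stigma-specific miRs no locus is listed for fve-miR164a-3p (3 stigma reads) and ppe-miR396a. In all, 8 of the 49 retained miRs are without a locus. Near-identical miRs can differ in this: mdm-miR396a (UUCCACAGCUUUCUUGAACAG) has 15 listed loci and ppe-miR396a (UUCCACAGCUUUCUUGAACGU) none. The stigma list also holds mdm-miR396b, which had 1 exudate read and is not stigma-specific, and without it the list has 118 loci.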

Interestingly, for seven pear identified miRs (stigma or exudate), we were not able to identify any targets in Arabidopsis. However, the lack of targets in the model plant is likely due to pear-specific targets, yet to be deciphered within the pear genome. Future functional characterization of the pear genome will allow more accurate identification of miR targets in pear.

Next, to learn more about the functional features of the predicted targets, we performed gene ontology (GO) analysis. Overall, the predicted targets were associated with a wide range of biological processes (BPs). 

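Both target lists were led by processes of gene regulation, to which transcription factors such as the SPL, NF-YA, AP2 and NAC genes belong. In the authors' deposited table for the exudate list, regulation of biological process had the smallest p-value (4e-08, 25 loci). It was followed by regulation of gene expression (1.1e-07, 18 loci), regulation of macromolecule metabolic process (2.8e-07, 18 loci), anatomical structure development (5.8e-07, 18 loci) and biological regulation (5.9e-07, 25 loci). In the authors' deposited table for the stigma list, regulation of gene expression came first (2.6e-22, 49 loci). Next were regulation of macromolecule metabolic process (5e-22, 50 loci), regulation of metabolic process (8.6e-22, 51 loci), nucleobase-containing compound metabolic process (1.2e-20, 56 loci) and regulation of cellular process (1.4e-17, 56 loci). As a share of its list, regulation of gene expression covers 38.3% of the exudate loci and 40.8% of the stigma loci in the authors' deposited tables. The tables hold 25 biological processes for the exudate list and 34 for the stigma list, and 24 of these are the same terms. The largest p-value among them is 0.00051 for the exudate list and 0.00088 for the stigma list in the authors' deposited tables. The 25 exudate processes rest on 37 loci and the 34 stigma processes on 80. A longer list of loci gives smaller p-values at the same share. The background counts of each term are not used here, and the enrichment was not recomputed.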

The 120 genes predicted to be targeted by stigma-specific miRs showed enrichment associated with 34 BPs (*P* < 0.005), whereas the 47 genes predicted to be targeted by exudate abundant miRs corresponded to 25 of these target BPs (*P* < 0.005). 

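The terms found for the stigma list alone are led by reproduction and the making of floral organs. In the authors' deposited table they are reproductive structure development (p = 3.8e-12, 25 loci), reproductive process (1.3e-11, 28 loci), reproduction (1.4e-11, 28 loci), flower development (1e-10, 16 loci) and developmental process involved in reproduction (1.3e-10, 25 loci). Terms of growth and later development are post-embryonic development (3.8e-10, 25 loci), embryo development (8.7e-06, 11 loci) and growth (0.00088, 9 loci) in the authors' deposited table. The metabolic terms in the authors' deposited table are cellular macromolecule metabolic process (9.8e-11, 58 loci) and macromolecule metabolic process (3.6e-10, 60 loci). This makes 10 terms, since 1 exudate term, response to endogenous stimulus (6.6e-05, 11 loci in the authors' deposited table), has no counterpart in the stigma list. The loci behind flower development are targets of miR156 (7 loci, SPL genes among them), miR166 (3, HD-ZIP III genes), the miR159, miR164 and miR319 families (2 each), and miR160 and miR7124 (1 each). Those behind embryo development are targets of miR164 (4), miR166 (3), miR169 (3) and miR482 (1). Response to endogenous stimulus rests on targets of miR172 (6 loci), miR164 (3), miR397 (1) and mdm-miR482d (1). The tables hold only terms that passed the authors' threshold, so a term missing from a table is not shown to be absent from its list.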

The nine BPs targeted by stigma-specific miRs only, included metabolic pathways, reproductive pathways, and developmental processes of different tissues (Fig. 2B and supporting dataset S3).

Exploring the Arabidopsis pollen transcriptome [13] revealed 25 pollen transcribed genes predicted to be targeted by the exudate miRs (supporting dataset S4), including HA8, recently reported to play a crucial role in pollen germination and pollen tube growth [14]. These findings indicate that the exudate residing miRs are potentially involved in transcriptional regulation of the landing pollen.

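HA8 (AT3G42640) encodes a plasma membrane proton pump and is listed as a target of mdm-miR7121d, at the highest score that the lists hold, 2.5. This miR had 5 exudate reads, 2 each in Hosui and Shinsui and 1 in Golan. The best scored pollen genes are HAM1 and HAM2 (score 0, mdm-miR171c), and NAC1 (0.5, mdm-miR164b). At the same score of 0.5 follow RAP2.7 (AT2G28550, also called TOE1), TOE2 (AT5G60120) and the hydroxysteroid dehydrogenase gene HSD3 (AT3G47360), targets of the miR172 sequences, and LAC2 (AT2G29130) and IRX12 (AT2G38080, also called LAC4), targets of the miR397 sequences. The neutral invertase gene A/N-InvC (AT3G06500, score 1.0) and PHO2 (AT2G33770, score 1.5), a ubiquitin conjugase gene of phosphate homeostasis, are targets of the miR399 sequences. All 25 loci of the authors' pollen list are in the exudate list, and make up 53.2% of its loci. They are targets of 16 miRs of 10 families, 4 of them are also targets in the stigma list, and 19 have a score of up to 2.0. No list of all genes transcribed in Arabidopsis pollen was used here, so this share was not tested against chance. Scores are given as the table sets pairings beside loci, and this order is uncertain, since miRs of a family place some of the same sites at different loci.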

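The miRs behind the pollen genes differ widely in their exudate reads. The most abundant exudate miR, mdm-miR482d, pairs with the ABC transporter gene ABCC5 (AT1G04120) and with an RNA helicase gene (AT1G26370), each at a score of 2.5. Next in reads, mdm-miR164b pairs with NAC1 and BRI1 at scores of 0.5 and 1.5. For mdm-miR408b, of a copper-responsive family with 8 exudate reads, the list holds 3 pollen genes: a receptor-like kinase gene (AT1G04210), a peptide chain release factor gene (AT2G47020) and an oxygenase gene (AT4G02940). The lipoxygenase gene LOX2 (AT3G45140) and an invertase or pectin methylesterase inhibitor gene (AT4G33230) are targets of mdm-miR397a, with 5 exudate reads. The miR172, miR399 and miR171 sequences behind 7 of the pollen genes had 2 exudate reads each. Which pairing and score belong to which of a miR's loci is uncertain, as the tables place some shared sites at different loci. The paper reasons from the pollen transcription of these predicted targets, HA8 among them, and proposes that miRs of the exudate take part in the regulation of transcripts in pollen that lands on the stigma.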

In terms of future prospects, recent studies have shown that plant extracellular small RNAs or miRs can be transmitted to various microorganisms and interfere with their transcriptional regulation [15, 16]. Therefore, mining genomes of stigma interacting organisms/microorganisms will potentially identify additional targets for the miRs reported here. Our findings thus open new research avenues and suggest novel RNA tools for improving *Pyrus* crop protection against several pathogens and diseases [17, 18].

## Supporting information

Full details of the materials and methods used here and supporting dataset S5 are provided in supplementary information.

## Supplementary Material

pgad332_Supplementary_Data

## Data Availability

Raw data and supporting datasets (#1–#4) were submitted to NCBI GEO (Gene Expression Omnibus) repository. This data can be accessed through: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225720 using the GEO entry: knqpaouulzoxrwp.

# Supplementary material for: Discovery of microRNAs in Pyrus stigma exudates opens new research avenues in Horticulture
**Source:** PNAS Nexus. 2023 Oct 12;2(11):pgad332. doi: 10.1093/pnasnexus/pgad332
**Supplement:** pgad332_Supplementary_Data

**Supplementary Information**

- Supporting dataset 5
- Extended materials and methods.
- References.

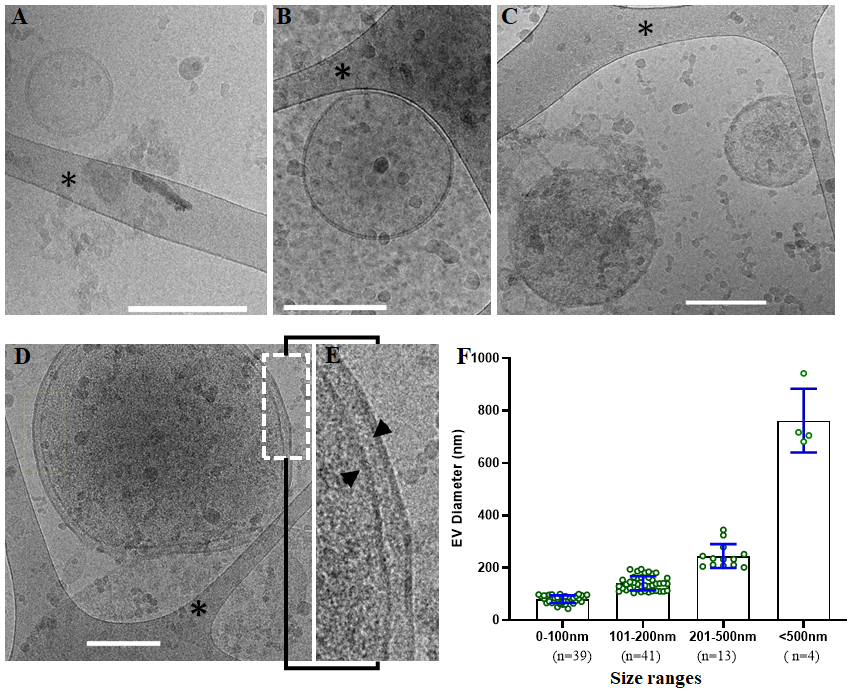

**Supporting dataset 5** - **Cryo-TEM imaging of stigma exudate extracellular vesicles.**

Extracellular vesicles (EV) were isolated from *Pyrus syriaca* exudate and analyzed by Cryo-TEM as described in the methods*.* **A-D)** Shown are representative micrographs of EVs of various sizes. Asterisks indicate the grid’s perforated carbon film. **E)** Higher magnification image of the white boxed area in E. Black arrow points to the double leaflets of the EV’s membrane. **F)** Histogram presenting the heterogeneity in the EV's diameter. The total observed EVs were segregated into columns representing four size ranges. (n=97, ±SE). Scale bars **(A-D)** =200nm.

**Extended materials and methods**

**Plant materials**

The global fruit production of *Pyrus* is challenged by stigma associated obstacles. This includes self-incompatibility [1] and the pathogenic bacteria *Erwinia amylovora*, which colonizes the stigma during fire blight's floral epiphytic phase [2]. Nevertheless, some Israeli farmers and horticulturists suspect that *Pyrus syriaca* which is native to the upper Galilee region of northern Israel (and other parts of the eastern Mediterranean) may harbor resilient traits against the indicated challenges. Therefore, we conducted a comparative study in which the stigma biology was investigated in *Pyrus syriaca* and other cultivated *Pyrus* species, which are grown commercially in northern Israel. The following species were studied: *Pyrus communis* and *Pyrus pyrifolia. Pyrus communis* (European pear, cv. “Spadona”) *and Pyrus pyrifolia* (Asian pear, cv. “Hosui” and “Shinsui”) were grown in commercially cultivated orchards which are located at Kibbutz Yiftah, in the upper Galilee region of northern Israel (Altitude 430 meters). In addition, three wild populations of *Pyrus syriaca* were studied in the following sites of northern Israel: Manara (Altitude 450 meters), SASA, (Altitude 830 meters) and Golan (Altitude 900 meters). Blooming branches were collected at the field during spring 2018 (March-April), immediately placed in water cans and transferred after removing all the open flowers, for overnight acclimation in growth room (day/night cycles of 16 h at 24 °C and 8 h at 18 °C, humidity of 40–60% and white light of 120–130 µmol/m2 sec).

**Stigma viability assays**

For stigma viability assays, newly opened flowers were sampled at 12 hours after anthesis (HAA) or 72 HAA. Nine stigma lobes were then randomly excised, from four to six flowers that were used for each time point. The viability of the stigmatic cells was determined by simultaneous application of the live/dead stains Fluorescein diacetate (FDA, Sigma) and Propidium Iodide (PI, Sigma), as reported earlier. [3] The FDA and PI fluorescent signals were detected by laser scanning confocal microscope - LSM710 (Zeiss) with a Plan-Apochromat 20 ×0.8 numerical aperture air objective lens, using the setup conditions mentioned previously. [4] Quantification of dead cells was performed on confocal micrographs using the image J software, as described earlier, with slight modification of using image J color deconvolution plugin (<https://imagej.net/plugins/colour-deconvolution>).

**Exudate collection and RNA extraction**

The stigma exudate was collected in a nondestructive manner as described earlier, [5] using slight modifications. In brief, after removal of the anthers from 12 HAA flowers, the stigma of 50 flowers were rinsed several times with 200µl of double distilled water and collected in 1.5-mL Eppendorf. Due to the exudate’s low volume, 500-600 flowers of each genotype were pooled together for each sample. Potential contamination (pollen, debris or microorganisms) was then removed by centrifugation (15000g, 10 min). For isolation of small RNAs, we used Silicon-Carbide matrix based RNA purification kit (cf-RNA isolation kit, NORGEN BIOTEK, #29600) which yield high quality and purity total RNA, including small RNAs from cell free systems.[6] Equal volume of Lysis Buffer-A from the kit was mixed with the cleaned exudate to prevent any degradation, frozen in liquid nitrogen and stored in -80⁰C. After collecting the exudate and stigma from all the three genotypes, total RNA was extracted using the manufacturer’s protocol. The extracted RNA was eluted in 50µl ultra-pure water, its quality was electrophoretically assessed by Agilent 2100 Bioanalyzer [7], then frozen in Liquid nitrogen and stored in -80⁰C.

**Library preparations and Sequencing**

Libraries were prepared using CATS Small RNA kit (C05010044), which allow generation of DNA libraries from picogram amounts of RNA [8]. Library quantity and pooling were measured by Qubit (dsDNA HS, Q32854). The pool was size selected by 4% agarose gel. Library quality was measured by Tape Station (HS, 5067-5584). Libraries were sequenced by NextSeq 500 high output kit V2, 75 cycle single-end (Illumina, 20024906) using a NextSeq 500 machine (Illumina) with ~8 million reads per sample. Sample denaturation and loading was according to manufacturer instruction (Illumina).

**miRNA identification**

Raw reads were processed to remove technical and low-quality bases according to the CATS kit recommendations. Cutadapt, v1.1 (<http://cutadapt.readthedocs.org/en/stable/>) [9], was used with a quality threshold of 32, removing adapter and poly-A sequences, that were added by the CATS kit, and keeping reads 18 to 28 bases long. Reads with an overall low quality were filtered out using fastq_quality_filter (which is part of the FASTX package, v0.0.14, <http://hannonlab.cshl.edu/fastx_toolkit/>) with parameters –q20 (quality threshold) and –p 85 (percentage). Processed reads were then analyzed with the miRExpress pipeline, v2.0, [10] using the ‘Raw_data_parse’, ‘alignmentSIMD’ and ‘analysis’ steps. Reference microRNAs were taken from miRBase, version 22, (<https://www.mirbase.org/>) [11], using all *Rosaceae* species in the database - *Fragaria vesca*, fve; *Malus domestica*, mdm; and *Prunus persica*, ppe. The reference included 606 precursor microRNAs and 667 mature microRNAs. Alignment allowed up to 7% mismatches and mature microRNA assignment allowed for offset of up to 11 bases and required at least 50% overlap. Some mature microRNAs in this dataset shared the exact same sequence, either being the same mature miR coming from several precursors, or due to the gathering of miRs from several species. Hence, a unique representative was kept for each mature miR sequence, averaging the counts from all its appearances in the dataset. This unique mature miRs dataset included 355 mature miRs. 

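The sequences behind the unique miRs show which counts can be told apart. The most abundant miR, mdm-miR482d, is AAUGGAAGGGUAGGAAAGAAG, and mdm-miR164b is UGGAGAAGCAGGGCACGUGCA. The stigma-specific mdm-miR164a (UGGAGAAGCAGGGCACAUGCC) is a near-identical member of the miR164 family. Both miR1511 sequences, fve-miR1511 (ACCUAGCUCUGAUACCAUGUG) and mdm-miR1511 (ACCUAGCUCUGAUACCAUGAA), were abundant in stigma. Of the retained miRs, 13 had the counts of another retained miR in each library, in 6 groups. Some groups join members of a family, such as mdm-miR172a (AGAAUCUUGAUGAUGCUGCA) and mdm-miR172m (AGAAUCUUGAUGAUGCUGCAG), and others join scarce miRs of different families, such as mdm-miR169c and mdm-miR482b with 2 stigma reads each. The 49 retained miRs belong to 29 families by their number, and 40 carry an apple name, 7 a strawberry name and 2 a peach name. For the strawberry miRs the deposited table places precursors on linkage groups, with fve-miR1511 on the minus strand of linkage group LG5 from 1343325 to 1343441 and fve-miR168-3p on the minus strand of LG5 from 13551511 to 13551649. The genome build of these positions is not given in the sources used here.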

The table of raw counts for each miR in each sample was used to define “presence” or “absence” for each mature miR, at the sample, tissue and species levels. A miR was termed “present” in a sample if at least 2 reads were assigned to it in this sample. For both tissue and species levels, a miR was defined as “present” if it was present in any of the samples of that tissue or species, respectively. A further definition of “tissue-specific” was made for miRs that were present in one tissue and had no evidence in the other tissue. Mature miRs that were present in one tissue and the maximum evidence in the other tissue was a single read, were therefore neither common to both tissues nor tissue-specific and were discarded from further analysis.

**miRNA targets prediction**

Targets were predicted by submitting the identified miRs to “psRNATarget” - a small RNA target analysis server (<https://www.zhaolab.org/psRNATarget/analysis>).[12] 

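psRNATarget scores how well a miR pairs with a transcript, and a lower expectation means fewer unpaired bases. The score used here to compare pairs was summed from the deposited pairing of each miR and transcript, whose order beside the loci is uncertain. Of 8 ways of counting that were tried after the pairings had been seen, 2 left all 236 pairs within the expectation limit of 2.5, and the one over 19 bases was used. By this score mdm-miR171c pairs with HAM1 and HAM2 without a penalty, while mdm-miR482d has a lowest score of 2.0 over its 3 loci and mdm-miR7121d a lowest score of 2.5. A score of up to 2.0 was reached by 39 loci of the exudate list and 114 of the stigma list. The median exudate miR with a target has 2 loci and the median stigma miR 6.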

The cDNA library of *Arabidopsis thaliana* from TAIR version10 was selected for target search (with subtraction of miRNA genes). All the parameters were set to the default value, except “expectation” which was set to ≤2.5

**GO enrichment and KEGG pathway analyses**

The gene ontology (GO) enrichment analysis of the target genes in Arabidopsis was performed using AgriGO2 server (<http://systemsbiology.cau.edu.cn/agriGOv2/>).[13] All the GO terms with a FDR (false discovery rate) < 0.05 were selected, and redundant terms were collapsed using REVIGO (<http://revigo.irb.hr/>).[14] The visualization of GO enrichment through dot plot was generated using ggplot2 package ([https://cran.r-project.org/web/packages/ggplot2](https://cran.r-project.org/web/packages/ggplot2/index.html)

**Cryo-TEM**

Extracellular vesicles were isolated as described earlier. In brief, stigma exudates were collected from *Pyrus syriaca* as mentioned above, then concentrated by ultracentrifuge (Optima XE 90K, Beckman Coulter) for 1 hour at 180,000g, followed by pellet resuspension in 30 µl of PBS buffer, which was cooled on ice.[15] Cryo-TEM specimens were prepared in a controlled environment vitrification system as described previously. In brief, three µl droplet of the concentrated exudate were loaded onto a grid which was swiftly plunged into liquid ethane at its freezing point (-183 C) and stored in liquid nitrogen. Specimens were then moved into an Oxford CT-3500 cryo-holder (Philips TEM) and equilibrated below -175 C. Cryogenic transmission electron microscopy (cryo-TEM) imaging was then performed by a Phillips CM120 microscope, operated at 120 kV.[16]

**Statistical analysis and software**

The number of viable papilla cells (presented in Figure 1B) with strong FDA fluorescence, and the number of dead papilla cells showing red PI fluorescence (from the nucleus) were counted using Image J ([https://imagej.net/software/Fiji/](https://eur05.safelinks.protection.outlook.com/?url=https%3A%2F%2Fimagej.net%2Fsoftware%2FFiji%2F&data=05%7C01%7Cyoril%40migal.org.il%7C91ce2c822f274c1ef70008dbc0b66fd6%7Ca8046269518d4482ba873301c601447a%7C0%7C0%7C638315662568918855%7CUnknown%7CTWFpbGZsb3d8eyJWIjoiMC4wLjAwMDAiLCJQIjoiV2luMzIiLCJBTiI6Ik1haWwiLCJXVCI6Mn0%3D%7C3000%7C%7C%7C&sdata=EcjZ%2FVcuWxo2Shx9osKBkKpWZwjJ%2FS2V%2FhoNVVlqecg%3D&reserved=0)). The percentage of viable and dead papilla cells per stigma was calculated (n=9). Significant differences between the viable and non-viable papilla cells at 12h and 72h post-anthesis were confirmed by applying the Mann–Whitney nonparametric test using GraphPad 10.0.3.

**Data availability**

The raw datasets of the RNA sequencing presented in this study were submitted to NCBI GEO (Gene Expression Omnibus) repository. This data can be accessed through <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225720>

using the GEO entry knqpaouulzoxrwp.

**Methods References**

[1] H. Claessen, W. Keulemans, B. Van de Poel, and N. De Storme, “Finding a compatible partner: Self-incompatibility in european pear (Pyrus communis); molecular control, genetic determination, and impact on fertilization and fruit set,” *Front. Plant Sci.*, vol. 10, no. April, p. Article 407, 2019, doi: 10.3389/fpls.2019.00407.

[2] Q. Zeng, J. Puławska, and J. Schachterle, “Early events in fire blight infection and pathogenesis of Erwinia amylovora,” *J. Plant Pathol.*, vol. 103, pp. 13–24, 2021, doi: 10.1007/s42161-020-00675-3.

[3] Z. Gao *et al.*, “KIRA1 and ORESARA1 terminate flower receptivity by promoting cell death in the stigma of Arabidopsis,” *Nat. Plants*, vol. 4, no. 6, pp. 365–375, 2018, doi: 10.1038/s41477-018-0160-7.

[4] V. Ambastha, Y. Friedmann, and Y. Leshem, “Laterals take it better – Emerging and young lateral roots survive lethal salinity longer than the primary root in Arabidopsis,” *Sci. Rep.*, vol. 10, no. 1, pp. 1–11, 2020, doi: 10.1038/s41598-020-60163-7.

[5] P. L. Pusey, D. R. Rudell, E. A. Curry, and J. P. Mattheis, “Characterization of stigma exudates in aqueous extracts from apple and pear flowers,” *HortScience*, vol. 43, no. 5, pp. 1471–1478, 2008, doi: 10.21273/hortsci.43.5.1471.

[6] A. Yeri *et al.*, “Total extracellular small RNA profiles from plasma, saliva, and urine of healthy subjects,” *Sci. Rep.*, vol. 7, no. October 2016, pp. 1–13, 2017, doi: 10.1038/srep44061.

[7] A. Schroeder *et al.*, “The RIN: An RNA integrity number for assigning integrity values to RNA measurements,” *BMC Mol. Biol.*, vol. 7, pp. 1–14, 2006, doi: 10.1186/1471-2199-7-3.

[8] A. Turchinovich, H. Surowy, A. Serva, M. Zapatka, P. Lichter, and B. Burwinkel, “Capture and Amplification by Tailing and Switching (CATS), Anultrasensitive ligation-independent method for generation of DNA libraries for deep sequencing from picogram amounts of DNA and RNA,” *RNA Biol.*, vol. 11, no. 7, pp. 817–828, 2014, doi: 10.4161/rna.29304.

[9] Marcel Martin, “Cutadapt removes adapter sequences from high-throughput sequencing reads.,” *EMBnet.journal*, vol. 17, no. 1, pp. 10–12, 2011.

[10] W. C. Wang, F. M. Lin, W. C. Chang, K. Y. Lin, H. Da Huang, and N. S. Lin, “MiRExpress: Analyzing high-throughput sequencing data for profiling microRNA expression,” *BMC Bioinformatics*, vol. 10, p. 328, 2009, doi: 10.1186/1471-2105-10-328.

[11] A. Kozomara, M. Birgaoanu, and S. Griffiths-Jones, “MiRBase: From microRNA sequences to function,” *Nucleic Acids Res.*, vol. 47, no. Database issue, pp. D155–D162, 2019, doi: 10.1093/nar/gky1141.

[12] X. Dai, Z. Zhuang, and P. X. Zhao, “PsRNATarget: A plant small RNA target analysis server (2017 release),” *Nucleic Acids Res.*, vol. 46, no. W1, pp. W49–W54, 2018, doi: 10.1093/nar/gky316.

[13] T. Tian *et al.*, “AgriGO v2.0: A GO analysis toolkit for the agricultural community, 2017 update,” *Nucleic Acids Res.*, vol. 45, no. W1, pp. W122–W129, 2017, doi: 10.1093/nar/gkx382.

[14] F. Supek, M. Bošnjak, N. Škunca, and T. Šmuc, “Revigo summarizes and visualizes long lists of gene ontology terms,” *PLoS One*, vol. 6, no. 7, 2011, doi: 10.1371/journal.pone.0021800.

How the deposited data were processed for this re-analysis (not part of the article)

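Small RNA was sequenced from exudates and stigmas of 6 genotypes: 2 P. pyrifolia cultivars (Hosui and Shinsui), 1 P. communis cultivar (Spadona) and 3 wild P. syriaca populations (Golan, Manara and SASA). Each genotype gave 1 library per tissue, 12 in all. The counts are whole reads per unique mature miR sequence, as deposited by the authors, who trimmed the reads with Cutadapt 1.1, filtered them with FASTX 0.0.14 and assigned them with miRExpress 2.0 to the strawberry, apple and peach miRs of miRBase 22, allowing 7% mismatches. The counts of a sequence listed more than once were averaged by the authors, and no normalization was applied to the deposited counts. The target tables give the pairing of each miR with an Arabidopsis transcript, as the authors obtained it from psRNATarget. The locus column of these tables carries no name, and 10 of 21 sites given for 2 miRs of a family stand at different loci, so the match of single pairings to loci is uncertain. The p-values and FDR of GO terms are those the authors deposited, from agriGO on the predicted targets, with redundant terms collapsed by REVIGO. The pollen table is a list of loci that the authors found among transcripts of a published pollen transcriptome, and its expression threshold is not given in the sources used here.

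A miR counted as present with at least 2 reads in any library of a tissue or species. A miR was common when present in both tissues, stigma-specific when present in stigma without an exudate read, and set aside when its highest count in the other tissue was 1 read. The miRs named are the 10 most abundant by mean share in each tissue, the 5 stigma-specific miRs with the most reads, those shared by the 3 species, those present in exudates with at most 1 stigma read, the most abundant of each list of families, and up to 10 in each direction past an FDR of 0.05. Targets are named when they belong to the lists of known targets, are named by the paper, or are among the 10 best scored pollen genes that carry a name. GO terms are named when among the 5 with the smallest p-value of a table or found in 1 of the tables alone. A few others (mdm-miR396b, mdm-miR169c, mdm-miR482b, mdm-miR162a and the miRs behind named targets) were chosen after their values had been seen. The 8 lists of miR families cover regulators of transcription factors, of resistance genes, of MYB genes, of RNA silencing, of the auxin pathway and of nutrient homeostasis, families known from pollen, and other families, and some families are in more than 1 list.

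The exudate total ranged from 27 to 176 reads (median 49.5) and the stigma total from 199 to 1777 (median 653). With 3 reads of the total as the limit for a count of 0, a miR without a read can hold from 1.70% (Manara) to 11.1% (SASA) of an exudate library.

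Exudates were compared with stigmas by edgeR 4.0.16 (quasi-likelihood test, TMM, its own filter on low counts, FDR of 0.05) in R 4.3.3, and P. syriaca with P. pyrifolia in the same way within each tissue. DESeq2 1.42.0 was the other tool. Totals and shares were compared by exact sign flips over the 6 genotypes, two-sided, for each miR with at least 10 reads and each list, with Benjamini-Hochberg adjustment, and their direction was checked under TMM scaling. Unless given as without a filter, this scaling rests on the 3 miRs that passed edgeR's filter between the tissues. Stigma libraries were thinned without replacement to the total of their genotype's exudate in 10000 draws, and to the smallest stigma total in 1000 draws, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. The alternatives tried were other minimums of reads or libraries for presence, 1 entry per miR family, other normalizations and filters, the genotype as a block, P. syriaca alone, equal depth, and each genotype left out in turn. Both libraries of a genotype come from the same genotype by design. The profiles of 35 miRs in an exudate were closest to the stigma of the same genotype in only 2 of 6 genotypes. With exudate totals of 27 to 176 reads, this cannot show that the pairing is without effect. The unblocked test was kept as the main one, and the blocked value stands beside it. A chi-squared test over all miRs did not separate Hosui from Shinsui in either tissue, although mdm-miR164b had 45 of 337 stigma reads in Hosui and 2 of 199 in Shinsui, and they were kept as separate genotypes because they are different cultivars with different totals.

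The tests were run on simulated data with the depth of the real libraries. For edgeR the simulated libraries had the same expected miR shares, apart from the changed miRs, and a fixed spread. The spread between the real genotypes was not simulated. Where 20 of 120 miRs were changed 16-fold, edgeR with its filter called 71.7% of the 46 changed miRs that passed the filter over 50 runs, but 42.1% of its 57 calls were false, with a false call in 19 of 50 runs. With no miR changed, edgeR with TMM gave a false call in 2 of 50 simulated runs with its filter, in 18 of 50 without a filter and in 22 of 50 with a minimum of 10 reads, for 120 miRs and the exudate against stigma comparison. Thinning of simulated libraries of 355 miRs with equal composition gave a p under 0.05 in 4.0% of 200 simulations, and in 100% of 200 where only 10 miRs were released. A search of the mature miRs in a pear genome was planned and not run, since no genome was used here.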

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

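The comparisons of mdm-miR482d shares without a library or without mdm-miR164b, and the sign flips of shares, were tests chosen after the counts had been seen.

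In 4 of 26 groups of 6 libraries, a library lay further from the others than expected in 1 of 20 groups by chance. The exudate of Manara held 176 miR reads, and the other exudates 27 to 79. The families of RNA silencing made up 17.1% of the exudate reads of Hosui, and 3.98% to 7.59% in the other exudates. The same families made up 5.92% of the stigma reads of SASA, and 1.95% to 3.32% in the other stigmas. The share of mdm-miR159d was 4.91% in the stigma of SASA, and 0.391% to 2.08% in the other stigmas.

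Some miRs that the paper set aside for a single read in the other tissue had more reads, summed over libraries, than the 3 that a count of 0 over the group allows, though fve-miR393a and mdm-miR390a had at most 3 in any library. Of the miRs named here, these were in the stigmas mdm-miR169a with 326 reads, mdm-miR159d with 108, mdm-miR159a with 82 and fve-miR393a, of the family that targets the auxin receptors, with 5. In the exudates they were fve-miR156a and mdm-miR156a with 6 reads each and mdm-miR390a with 5.

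From stigma to exudate the share of mdm-miR482d in library totals rose by 35.7 ± 15.6 percentage points (19.4 to 50.6) in the 3 P. syriaca genotypes. Its changes in P. pyrifolia, -17.3 in Hosui and -0.267 in Shinsui, lay on the other side of 0. The 95% Wilson intervals of exudate and stigma overlapped in both cultivars, which is no test, so a fall is neither shown nor excluded. Under TMM scaling mdm-miR482d was higher in the exudate in 1 of 6 genotypes. By edgeR with TMM in P. syriaca alone its log2 fold change was 2.41 (standard error 0.84, adjusted p = 0.0266). This TMM rests on the 7 miRs that passed the filter there, and the TMM over all genotypes on 3. With only 1 of 6 genotypes higher under the latter, the direction in P. syriaca turned with the scaling too. Of 32 miRs and lists compared, mdm-miR482d was the only 1 with opposite directions in these species. By chance 6.25% of them would do so, and the difference was not tested. The larger pooled share of library totals (48.1% in exudates and 16.5% in stigmas, weighted to the deep P. syriaca stigmas) did not rest on Manara alone, since without it the exudate share was 47.2% (95% Wilson interval 41.0 to 53.4, counting error only) against 18.6%, but by genotype it was then larger in 3 of 5, by 12.5 percentage points on average (exact sign-flip test, two-sided p = 0.375). With mdm-miR164b left out of both tissues, the share was larger in the exudate in 3 of 6 genotypes (exact sign-flip test, two-sided p = 0.375). These were the 3 P. syriaca genotypes. The pooled share was then 53.1% in exudates (95% Wilson interval 48.1 to 58.1, counting error only) against 26.3% in stigmas. For P. syriaca these values argue against a fall of mdm-miR164b as the whole source of the larger share, though it may account for part. In the other genotypes no larger exudate share was left, and shares cannot show a rise of mdm-miR482d itself. A difference between the species stays open and untested.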

How the results depend on the processing

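The comparisons at equal stigma depth, the edgeR settings that join a filter with library totals or with the genotype block, and the setting of the same total for every library were tests chosen after the data had been seen. Of the settings tried, 106 left a count or test of a comparison on the same side or within 1.5 times its value, 59 moved it further and 6 no longer passed its threshold, and the lower read total of the exudates kept its direction in each. With 1 read enough for presence, 61 miRs were present in exudates and 114 in stigmas, 55 were common and 59 stigma-specific, 52, 51 and 104 were present in the stigmas of P. pyrifolia, P. communis and P. syriaca, and 28 were shared. With 5 reads needed, these numbers were 4, 33, 4 and 6, then 4, 3 and 10, and 3. With 2 reads summed over libraries, 38 miRs were stigma-specific and 18 present in P. pyrifolia. With presence in 2 libraries needed, 8 miRs were present in exudates, 44 in stigmas, 8 were common, 10 stigma-specific, 10 in P. communis and 18 in P. syriaca. For P. communis presence in its only stigma library was enough. With 1 entry per family, these 6 numbers were 17, 35, 16, 11, 9 and 27 in the same order, since families replace their members. With every library thinned to 27 reads, 9 miRs were present in exudates and 9 in stigmas, 4 were common, 1 was stigma-specific, 3, 2 and 4 were present by species and 2 were shared, so depth limits every count of miRs. With stigmas thinned to 199 reads, 9 miRs of those retained were present in P. communis and 17 in P. syriaca, counted over the libraries of a species. Without single genotypes the exudate miRs ranged from 18 (without Manara) to 28, and the mean log2 ratio of totals from -3.94 to -3.19, where 5 pairs cannot give an exact p below 0.0625. At a score of up to 1.0 the exudate list had 22 target loci and the stigma list 35. For exudate against stigma, edgeR called 0 of 3 miRs (1 at an unadjusted p under 0.05, and DESeq2 called 1). With 0 calls each split must call as many (100 of 100 did, highest other 1), so the splits say nothing of that 0. Without a filter edgeR called 6, lower in exudates, which 1 of 100 splits reached, the real one (highest other 3). The other splits mix the tissues and lack the gap in depth between them, so they cannot exclude false calls that come from depth. In simulated counts of 120 miRs without any change, edgeR with TMM and no filter gave a false call in 18 of 50 runs. The median log2 fold change of unchanged miRs was -0.88 there. With library totals a false call came in 1 of 50 such runs. The simulated libraries shared their expected miR shares and a fixed spread, so these runs do not cover the spread between the real genotypes. On the real counts edgeR called 7 with at least 10 reads, 1 with genotype as a block, 7 and 6 with the block and no filter or at least 10 reads, and 26 with the same total for every library. With library totals it called 4 without a filter (3 higher: fve-miR156a, mdm-miR156a and mdm-miR390a) and 1 with at least 10 reads (mdm-miR169a). In P. syriaca alone the log2 fold change of mdm-miR482d was 2.41 (standard error 0.84, adjusted p = 0.0266), reversed from its value over all genotypes. TMM rests there on 7 miRs and over all genotypes on 3, so the change of sign can come from the scaling and shows no difference between species. In that fit of P. syriaca alone edgeR called 3. For P. syriaca against P. pyrifolia in stigma, where 1 miR was called, it called 0 without a filter (9 at an unadjusted p under 0.05), 2 with library totals and no filter or at least 10 reads, and 0 to 1 without single genotypes. In exudates only 1 miR, mdm-miR482d, passed the filter and was scaled to itself, so the 0 called (0 at an unadjusted p under 0.05, and 0 by DESeq2) says nothing. Without a filter edgeR called 0 of 53 (1 at an unadjusted p under 0.05), and without single genotypes 0 to 1. The cause of these changes was not tested, apart from the number of reads, families or libraries that a setting itself takes away. The highest count in place of the average, distinct transcripts and matches to a pear genome could not be run with the tables used here.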

Differences from the paper's values

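The counts of miRs, of target loci per list, of biological processes per list and of pollen genes match those of the paper. The tests in this part were set before the data were examined, apart from the comparison of lists, which was chosen after they had been seen. The paper adds the target loci of both lists to its total, and 10 loci are in both lists, so that the distinct loci are fewer than that total. The paper's number of miRs without a predicted target is lower by 1 than the 8 found here (6 common and 2 stigma-specific miRs), while 19 common miRs and 23 stigma miRs carry targets. The paper places each exudate process in the stigma list, and 24 of 25 exudate processes are there, with response to endogenous stimulus missing. It counts the processes of the stigma list alone as 1 fewer than the 10 found here.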

Other observations

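The tests of near-identical members, of thinning without mdm-miR482d or mdm-miR164b and at equal stigma depth, and the comparison of mdm-miR482d with other miRs, were chosen after the counts had been seen.

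Other families of the exudates were read in few libraries. The share of mdm-miR408b, of a copper-responsive family, was 1.35% ± 1.72 (SD, n = 6 genotypes) in exudates and 0.384% ± 0.667 in stigmas, and was higher in the exudate in 3 genotypes and at 0 in both tissues in the others (exact sign-flip test, two-sided p = 0.25). That of mdm-miR162a, of the family that targets the processing enzyme DCL1, was 1.42% in exudates and 0.44% in stigmas, named after its value had been seen. Their directions were not settled by edgeR with TMM. Without a filter the log2 fold changes were -0.17 for mdm-miR408b and -0.27 for mdm-miR162a (standard errors 0.86 and 0.94). With a minimum of 10 reads they were 0.52 and 0.23 (standard errors 0.83 and 1.01). In simulated counts without change, edgeR with TMM and no filter gave unchanged miRs a median log2 fold change of -0.88. The lists of nutrient homeostasis and of the auxin pathway made up more of the exudate in 3 and 4 of 6 genotypes (exact sign-flip test, two-sided p = 0.25 and 0.188), and were higher in 2 and 2 under TMM scaling. The pollen list made up less in 5 of 6 genotypes under both scalings (p = 0.344, same exact test). The families in no list made up less in 4 of 6 genotypes, and in 5 of 6 under TMM scaling.

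The sequence of mdm-miR482d pairs, as the opposite strand, with mdm-miR482b at 16 of 21 bases (15 of them Watson-Crick) and with mdm-miR482c at 16 bases (14 Watson-Crick), the most among 119 other miRs with a read. The next highest number was 14, and the median 9. The place of mdm-miR482d among the resistance gene regulators rests on its family number alone. As the opposite strand of such members, it cannot be taken to share their targets. Its predicted targets in the exudate list are 3 loci. Of sites that 2 miRs of a family share in the target tables, the sites of mdm-miR396a and mdm-miR396b lie at different loci in 5 of 7 cases and those of mdm-miR172d and mdm-miR172m in 3 of 4, and those of mdm-miR156ab and mdm-miR156p in 2 of 3, so the order of pairings beside loci in these tables is uncertain.

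Of the stigma miRs, 24 had no exudate read, where thinned stigmas gave a median of 29 such miRs, and a share of 0.969 of the draws gave as many or more, so the lower depth of the exudates may account for their number. With mdm-miR482d left out of both tissues, 24 stood against 34 (28 to 40) and the share was 0.999. This neither shows nor excludes that the large share of mdm-miR482d hid other exudate miRs. Of the 24 miRs, 11 have a member of their family number in the exudates, too few to show and too many to exclude that reads moved between near-identical members, so this cannot be told apart. Selective release stays open for miRs of low read number, as the tests cover only the number of miRs lost and not which ones.

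The exudates held 28 miRs present, more than the highest of 10000 draws of thinned stigmas (27), with a share of draws as high of 0.0001, the smallest they can give. The draws carry counting error only, with reads taken as independent, and no spread between libraries, so this share is no test across genotypes. With mdm-miR164b left out of both tissues the exudates held 27 and the thinned stigmas 21 (17 to 25), a share of 0.0053.

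More miRs were present in the stigma of P. syriaca than in the cultivated pears. Depth as the whole source is argued against, since at 199 reads the lowest P. syriaca stigma kept 15.9 miRs and the highest cultivated stigma 12.5. With mdm-miR482d left out and 70 reads per stigma, the lowest P. syriaca stigma kept 7.68 and the highest cultivated stigma 11.0, and the difference of the means was -0.0637 (95% of draws -2.33 to 2.00, exact permutation test, two-sided p = 1.0). With mdm-miR482d kept at the same 70 reads it was 3.54 (1.33 to 5.67, exact p = 0.1, the smallest that 3 against 3 allow), so the large share of mdm-miR482d in the cultivated stigmas is a candidate explanation. These counts cannot settle it, since mdm-miR164b, abundant in the P. syriaca stigmas, was kept in each of them. Species and wild growth go together in these samples, and their effects were not tested apart.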
